A study of Drosophila sechellia x Drosophila simulans with 8 samples.

How the data were processed

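RNA was measured in hybrid flies from a cross of Drosophila sechellia and Drosophila simulans. Oenocytes (the abdominal cells that make cuticular hydrocarbons) and fat body (the metabolic tissue beside them) were dissected from females and males aged 10 days and sequenced on the Illumina HiSeq 2000 platform, per the labels' protocols and the design text. The labels give 4 groups of 2 libraries, numbered as replicates 1 and 2, which makes 8 libraries. The labels do not say which species was the mother.

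Each library came with a transcript table and an allele table. Per the file headers, the transcript tables hold the lengths, estimated counts and TPM (length-scaled transcript abundances with a fixed sum) that the program kallisto writes. The deposited estimated counts cover 24115 transcripts, each present as a D. simulans copy and a D. sechellia copy. The kallisto version, index and settings are not stated in the labels or the file headers. The deposited allele tables give, for each of 14176 genes, a chromosome name and whole-number read counts in 4 classes. Per the file headers these count classes are reads of the reference allele, reads of the alternative allele, reads without an allele and reads with conflicting alleles. The same tables hold a log2 value, which the authors computed as log2((alternative + 5) / (reference + 5)) for genes with at least 20 allele-specific reads; recomputing it from the counts gave the same values to rounding error. The aligner, the genome build, the filter on variant sites and the treatment of strand are not stated in the labels or the file headers. The deposited series tables hold TPM per transcript and per gene. Their transcript TPM were within 1% of the summed species copies for at most 3.55% of transcripts at 1 TPM or more, so they came from another kallisto run, and their log2 values correlated with the summed copies at 0.953 to 0.959. A series table with part of the allele counts was not used here, because the tables per library hold every gene.

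The allele names were settled from the data. Gene names carry the prefix of D. simulans. The reference percentage of a gene correlated across genes with the percentage of its D. simulans copy in kallisto (Pearson's r 0.700 to 0.789 over 403 to 711 genes per library; genes are not independent replicates). Reference is therefore read as D. simulans and alternative as D. sechellia. The files hold no gene coordinates beyond the chromosome, and most genes carry only GD numbers; 427 of the 14176 genes have another symbol. The files do not pair GD numbers with names, and no name table was used here. For this reason at most 2 GD numbers are printed in each direction of an expression comparison. None of the 21 symbols of a list of fatty acid elongases fixed beforehand, eloF among them, was found among the gene names, so eloF and the elongase list were not analysed here. The symbols bond, Cyp4g1, Yp1, Yp3, roX1, roX2 and dsx were also fixed for naming and were not matched; DesatF, Desat1 and Yp2 were.

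Replicates were compared before they were averaged. Over transcripts with 50 to 1000 counts in the pair, the estimated counts of the 2 male oenocyte libraries differed by chi-square 1.08 per degree of freedom, slightly above sampling noise (1 per degree of freedom), against 2.98 to 5.84 in the other 3 groups. The allelic shares of this pair gave a median chi-square of 0.449 per gene, where sampling noise gives 0.455, but a mean of 2.49 per gene, against 4.01 to 5.11 in the other groups. The aligned reads per gene of the pair differed by chi-square 7.68 per degree of freedom, with a median of 0.557 per gene and 10.5% of genes over 10. Because the estimated counts came close to sampling noise only in this group, the 2 libraries were summed and counted as 1 sample. This left 7 samples and 3 residual degrees of freedom, and the lone male oenocyte sample was assumed to vary like the samples of the other groups. The design fixed before the data were examined had all 8 libraries as separate samples, and that fit is kept as an alternative.

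For expression, the estimated counts of both species copies were summed per transcript, rounded to whole numbers and tested with edgeR 4.0.16 (R 4.3.3) using TMM normalization, the default filterByExpr, glmQLFit and glmQLFTest, with 1 term per group and all samples in 1 fit. Calls are at a Benjamini-Hochberg adjusted p under 0.05. Transcripts were named by gene where all 8 TPM values of a gene equalled those of a single transcript in the series tables, which held for 7776 transcripts with 76.2% of the counts. CPM are counts scaled to library size with TMM factors. Log2 fold changes and log2 ratios are given with standard errors (SE), back-calculated as the absolute log2 value over the square root of edgeR's F statistic. They restate the test and are no separate estimate of spread.

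For allelic imbalance, edgeR's quasi-likelihood test was fitted to the deposited allele counts with 2 columns per sample, 1 per allele. Each column took the sample's allele-specific reads as library size, without centring, so that 0 means equal reads. The model had 1 term per sample and 1 allele term per group, over genes with a mean of at least 10 allele-specific reads per library. Differences between allele terms tested whether the allelic ratio differed between tissues or sexes. Genes on the X were left out of all allelic tests that involve males, which carry 1 X. That left 5043 genes for females and 4148 for tests with males. Percentages are given as mean ± SD over libraries, and for the merged male oenocytes or where stated with a 95% Clopper-Pearson interval; intervals, and limits for a count of 0 (3 reads of the total), cover counting error only.

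The genes named in the text follow a rule written before the data were examined. The rule took up to 3 genes per direction with the smallest p among those past the threshold. It asked for a mean of at least 10 CPM, or 20 allele-specific reads, and for libraries on the same side or without overlap. Genes outside it are marked as chosen after their values were seen.

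The tests were run first on simulated data with 200 features changed by a log2 fold of 2 and the 7-sample design. For expression, edgeR recovered 19.5% of the changed transcripts in the female tissue comparison and 14.0% in the male one. It recovered 18.0% in the oenocyte sex comparison, 15.5% in the fat body one and 1.00% for the interaction. For allelic imbalance it recovered 51.0% in female oenocytes, 37.5% in male oenocytes, 42.5% in female fat body and 48.5% in male fat body. For differences in allelic ratio it recovered 29.0% and 13.0% between tissues in females and males, and 15.0% and 27.0% between sexes in oenocytes and fat body. False calls were 0 to 8.47% of edgeR's calls. In the same simulations DESeq2's expression test recovered more of the changed transcripts, 29.5% to 41.5% per comparison, with 60.4% to 69.7% false calls among its calls. Its allelic tests recovered fewer changed genes than edgeR, 3.50% to 39.0% per comparison, with 0 to 4.17% false calls. Limma on log2(value + 1) recovered 7.00% to 22.5% of the changed transcripts, with 0 to 17.0% false calls.

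Alternatives fixed beforehand were DESeq2 size factors within edgeR, DESeq2 1.42.0, no filter on low counts, a mean of at least 50 allele-specific reads, only the groups compared, limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1) per gene, centred alleles, an exact binomial test per library, a replicate block and leaving out each library in turn. Alternatives chosen after the data were seen were all 8 libraries apart, aligned reads per gene in place of estimated counts, the fit without the 10 most abundant transcripts, the kallisto species copies in place of aligned allele counts, and the fit without genes on unplaced scaffolds.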

Results

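Expression and allele-specific expression were measured in oenocytes and fat body of female and male hybrids of D. sechellia and D. simulans. The hybrids carry 1 set of chromosomes from each species, so reads of either allele of a gene come from the same cells. Each of the 4 groups had 2 libraries. The 2 male oenocyte libraries differed by little more than sampling noise in their estimated counts (chi-square 1.08 per degree of freedom, against 2.98 to 5.84 in the other groups) and were counted as 1 sample. Their aligned reads per gene differed by far more than sampling noise on average (chi-square 7.68 per degree of freedom). The median was 0.557 per gene, where sampling noise gives 0.455, and 10.5% of genes were over 10.

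Estimated counts ranged from 10732070 to 34474092 per library. In oenocytes they summed to 25588172 and 34474092 in females and 13739826 and 27527455 in males. In fat body they summed to 14237412 and 21421502 in females and 10732070 and 27354861 in males. One transcript, FBtr0224549, took 34.3% to 41.7% of the counts in the oenocyte libraries, and the 10 most abundant transcripts took 17.6% to 49.8% per library. Reads assigned to genes in the allele tables were fewer, at 2275755 to 4642417 per library. Of these, 24.8% to 30.4% were specific for an allele, which gave 563434 to 1155753 allele-specific reads, and 2.59% to 3.27% carried conflicting alleles.

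The share of alternative (D. sechellia) reads was above 50% on the autosomes of every library. It was 63.1% ± 0.878 (SD, n = 2) in female oenocytes, 62.7% ± 0.263 in female fat body and 64.1% ± 1.28 in male fat body. The merged male oenocytes had 62.6% (95% interval 62.5% to 62.7%). On the X, females had 58.0% ± 0.126 in oenocytes and 55.4% ± 2.0 in fat body. Males, which carry 1 X, had 17.8% (17.7% to 18.0%) in oenocytes and 23.3% ± 1.78 in fat body. A single X can carry only 1 allele of each gene, so these percentages are the background of reads given to the other allele, measured in the same libraries as the allelic values that follow.

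**Figure D1:**
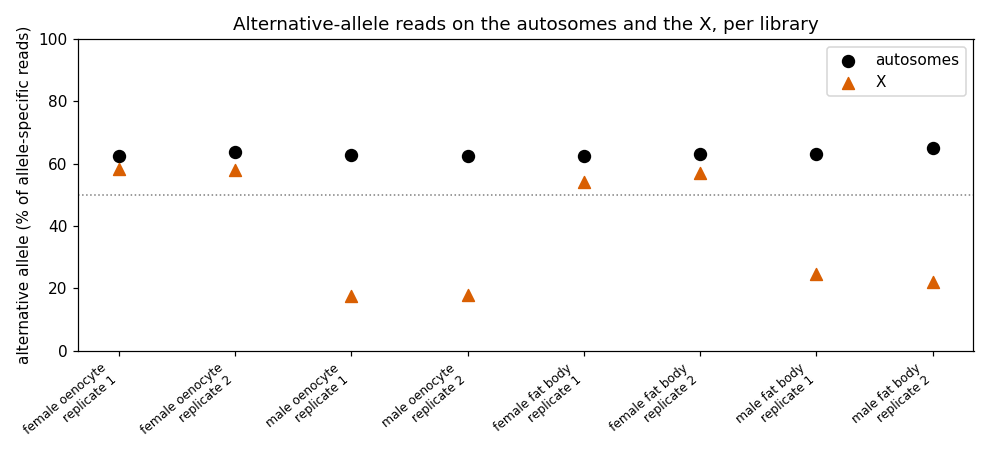
Percentage of allele-specific reads from the alternative allele (vertical axis, %) in each of the 8 libraries (horizontal axis), with circles for the autosomes and triangles for the X. The autosomes lie between 62.5% and 65.0% in all libraries, while the X lies at 17.6% to 24.6% in the 4 male libraries.

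The first comparison was between the tissues. Of 14279 transcripts tested, 3713 differed between oenocytes and fat body in females, with 1842 higher in oenocytes and 1871 lower. In males 3060 differed, with 1453 higher and 1607 lower. Both sexes shared 2613 of these calls, of which 2576 had the same direction and 37 the opposite one. The alternative that moved the female split most was limma on log2(TPM + 1), which called 3493 genes higher and 1695 lower with a median shift of 0.36. In males limma on log2(TPM + 0.1) called 1496 higher and 2548 lower. Limma took the TPM without further scaling between libraries. Aligned reads per gene gave 2136 calls in females and 1637 in males.

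Among named transcripts, GD20752 (3R) rose from 31.7 ± 0.281 CPM in female fat body to 1596 ± 7.51 CPM in female oenocytes (SD, n = 2), a log2 fold change of 5.66 ± 0.0621 (SE; edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p 2.88e-05). GD19675 (3R) rose by 5.68 in females and 5.56 in males, and GD20752 by 5.30 in males. GD14154 (3L) was lower in oenocytes, with a log2 fold change of -4.50 in females and -5.14 in males, and GD24321 (2L) had -3.33 in females and GD23132 (2L) -4.02 in males. For each of these the libraries of the 2 tissues did not overlap, and each call held in all 18 alternatives that measured it. DesatF (3L), a desaturase gene, had 2753 ± 10.9 CPM in female oenocytes and 35.1 ± 1.65 CPM in female fat body, a log2 fold change of 6.30 ± 0.0921 (adjusted p 2.88e-05 by the same edgeR test). In males DesatF had 148 CPM in oenocytes and 3.47 ± 0.327 CPM in fat body, a log2 fold change of 5.42 ± 0.0973 (adjusted p 5.37e-05 by the same edgeR test). The yolk protein gene Yp2 (X) was lower in female oenocytes than in female fat body, with a log2 fold change of -1.54 ± 0.274 (edgeR adjusted p 0.0152). That call was lost without any one of the 4 female libraries. In males Yp2 did not differ between tissues (log2 fold change 0.22, edgeR adjusted p 0.732).

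The second comparison was between the sexes. In oenocytes 286 transcripts differed, with 233 higher in females and 53 lower. In fat body 875 differed, with 406 higher and 469 lower. The tissues shared 137 calls, 123 of them in the same direction. In fat body limma on log2(TPM + 1) called 284 genes higher and 5023 lower, with the median of all genes shifted by -0.62. In oenocytes it called 395 higher and 170 lower. In fat body the 10 most abundant transcripts took 44.7% and 44.9% of the estimated counts in the female libraries, against 18.1% and 17.6% in the male ones. A larger share for a few transcripts lowers the unscaled TPM of the others, so limma's fat body split is no count of sex differences. The direction of the fat body split depended on the setting. All 8 libraries apart (636 higher and 837 lower) and no filter on low counts (369 and 424) kept it. It reversed without the 10 most abundant transcripts (441 and 334). The same held with only the groups compared (439 and 324) and with DESeq2 size factors (442 and 404). Leaving out 1 library changed the counts by more than 1.5 times, down to 45 in oenocytes and 125 in fat body, both without female fat body replicate 2.

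In oenocytes GD27819 (X) had 398 ± 0.806 CPM in females and 10.7 CPM in males (log2 fold change 5.25 ± 0.0961, edgeR adjusted p 0.000947), and GD18654 (3R) rose by 7.12. GD24428 (X) had a log2 fold change of -4.24 and HDAC6 (X) of -2.28. The GD27819 and HDAC6 calls were lost with aligned reads per gene, and the GD24428 and HDAC6 calls in the fit of only the groups compared. In fat body GD10735 (2R) was higher in females by 7.10 and the transcript FBtr0225922, which matched no gene, by 5.18. GD19902 (3R) had -2.65 and GD23132 (2L) -1.98. DesatF was higher in females in both tissues, by 4.21 ± 0.112 in oenocytes (edgeR adjusted p 0.00144) and by 3.33 ± 0.0866 in fat body (edgeR adjusted p 0.000512). With aligned reads per gene these values were 1.87 (edgeR adjusted p 0.490) and 1.75 (edgeR adjusted p 0.231), no longer past the threshold. The aligned reads of DesatF varied between oenocyte replicates far more than its TPM. They were 106 and 928 in males at 144.76 and 143.05 TPM, and 3583 and 1721 in females at 2724.65 and 2544.22 TPM. The lost calls therefore cannot be told apart from this spread of the aligned reads. Yp2 was higher in females by 9.13 ± 0.532 in oenocytes (edgeR adjusted p 0.00704) and by 10.89 ± 0.409 in fat body (edgeR adjusted p 0.00155). For each transcript named, all female libraries lay on one side of all male libraries.

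**Figure D2:**
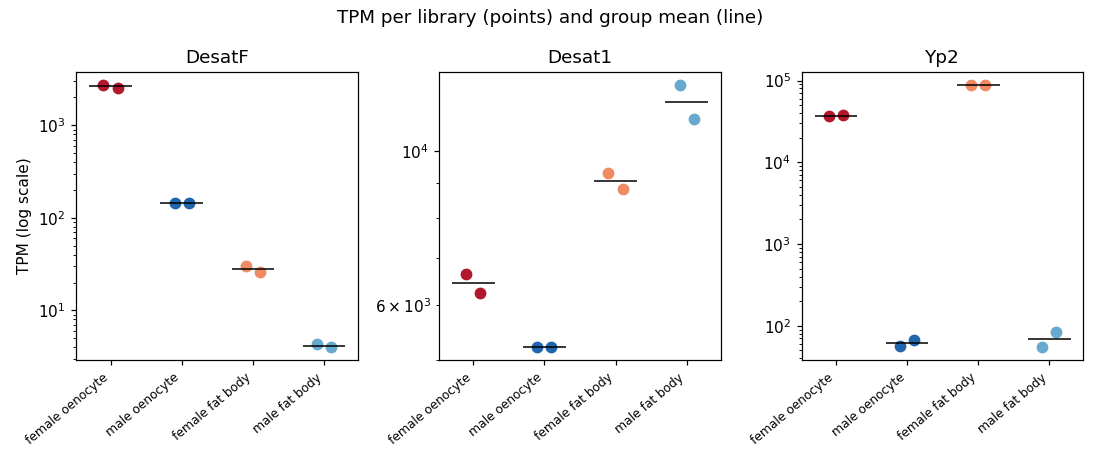
TPM of DesatF, Desat1 and Yp2 (vertical axis, log scale) in the 4 groups (horizontal axis), with a point per library and a line at the group mean. DesatF averaged 2634 TPM in female oenocytes and 144 TPM in male oenocytes, and Yp2 averaged 87700 TPM in female fat body and 69.6 TPM in male fat body.

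Whether the sex difference itself differed between the tissues was tested as an interaction, female minus male in oenocytes less the same in fat body. It was called for 370 transcripts, 256 of them positive and 114 negative. Without the 10 most abundant transcripts 161 were positive and 127 negative. Limma on log2(TPM + 1), again without scaling between libraries, called 3240 positive and 144 negative with a median shift of 0.63. Leaving out 1 library left 1 to 386 calls. GD19902 (2.39 ± 0.0813, edgeR adjusted p 0.00708) and GD23132 (2.22) were positive. GD19902 had 371 ± 2.32 CPM in female and 2339 ± 10.1 CPM in male fat body, against 224 ± 4.69 and 268 CPM in oenocytes. Both calls were lost in 6 of 17 alternatives, among them aligned reads per gene and 5 that left out 1 library. FBtr0225922 (-4.55) was negative, a call that held in all 14 alternatives that measured it, and so was GD23888 (2L, -6.55), lost in 3 of 17. DesatF was at 0.88 ± 0.124 (edgeR adjusted p 0.0446), a call lost in 9 of 17 alternatives, among them 6 that left out 1 library. Yp2 was not past the threshold (-1.75, edgeR adjusted p 0.149).

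The third comparison was between the alleles within each group. Unequal reads were called for 1332 of 5043 genes in female oenocytes, 1238 of them towards the alternative allele and 94 towards the reference. In female fat body 1055 were called (966 and 89). Off the X, male oenocytes gave 503 of 4148 genes (461 and 42) and male fat body 1214 (1129 and 85). The median log2 ratio of alternative to reference was 0.74, 0.69, 0.65 and 0.79 in these 4 groups. Its size depended on the setting, over other sets of genes. In the same order it was 1.24, 1.24, 1.08 and 1.24 in the kallisto species copies. Without a filter on low counts it was 0.58, 0.53, 0.33 and 0.66. Centring each library on its own median left 766 calls in female oenocytes (379 towards the alternative and 387 towards the reference), 597 in female fat body (286 and 311), 300 in male oenocytes (159 and 141) and 666 in male fat body (348 and 318). Between the uncentred and the centred calls 473, 375, 201 and 433 were shared in these 4 groups. All 4 groups shared 330 uncentred calls, 312 towards the alternative and 18 towards the reference, and each of them had the same direction in the 4 groups. Of the 503 calls in male oenocytes, 433 were also called in female oenocytes in the same direction.

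Among named genes, GD19617 (3R) had 98.6% ± 0.0223 alternative reads in female oenocytes (SD, n = 2), a log2 ratio of 6.09 ± 0.319 (SE; edgeR adjusted p 1.66e-14). It had 98.4% in male oenocytes, 98.0% ± 0.124 in female fat body and 97.6% ± 0.310 in male fat body. Adh (2L) had 97.0% ± 2.42 in female oenocytes and 97.7% ± 0.302 in male fat body, and the overlapping gene Adhr held nearly the same counts, so the 2 are uncertain as separate genes. Desat2 (3R) had 99.5% alternative reads in male oenocytes (95% interval 99.4% to 99.6%, 25422 reads). Towards the reference, GD13003 (3L) had 0.338% ± 0.478 alternative reads in female oenocytes and none among 292 reads in male oenocytes, which allows up to 1.03%. In females GD16135 (X) had 0.0343% ± 0.0485 in oenocytes and 0.0755% ± 0.00734 in fat body.

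DesatF had 95.5% ± 0.301 alternative reads in female oenocytes (3414 reads), a log2 ratio of 4.42 ± 0.280 (edgeR adjusted p 1.13e-12), with both libraries in this direction. In male oenocytes it had 99.7% (95% interval 99.1% to 100%, 780 reads), and in female fat body 96.7% ± 4.71 (40 reads). In male fat body all 15 reads were alternative, which allows up to 20% reference reads, and that call was lost in 3 of 17 alternatives, among them the fit without male fat body replicate 2. Desat1 (3R) had 60.7% ± 9.23 in female oenocytes, 59.5% in male oenocytes, 66.6% ± 0.221 in female fat body and 65.4% ± 1.21 in male fat body. Its log2 ratio was 0.64 ± 0.176 in female oenocytes (edgeR adjusted p 0.00745) and became -0.12 when alleles were centred. Without female oenocyte replicate 1 it was 1.04, and without replicate 2 it was 0.24 and the call was lost. In male oenocytes Desat1 was not past the threshold (0.56, edgeR adjusted p 0.146). Yp2 had 64.9% ± 3.33 in female oenocytes (log2 ratio 0.89, edgeR adjusted p 6.84e-05) and 55.8% ± 4.19 in female fat body (0.34, edgeR adjusted p 0.117).

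The fourth comparison asked whether the allelic ratio itself differed between tissues or sexes. Between oenocytes and fat body 6 of 5043 genes differed in females and 4 of 4148 in males. Between the sexes 3 of 4148 genes differed in oenocytes and 3 in fat body. At an unadjusted p under 0.05 the counts were 242, 211, 137 and 149 genes. Leaving out female oenocyte replicate 2 left 0 calls between tissues in females (edgeR; 138 at an unadjusted p under 0.05), where DESeq2 on all samples called 5.

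GD20336 (3R) was the only gene called between tissues in both sexes, but its kallisto species copies held equal counts, which measure no allele. Its alternative share was 29.3% ± 0.678 in female oenocytes and 81.9% ± 0.866 in female fat body (log2 difference -3.44 ± 0.540, edgeR adjusted p 0.00101, no overlap of the 4 libraries), a call lost in 2 of 14 alternatives. In males it was 27.6% in oenocytes and 72.6% ± 2.33 in fat body (-2.80 ± 0.586, edgeR adjusted p 0.0493, no overlap of libraries), a call lost in 9 of 15 alternatives. GD20655 (3R) had 52.6% ± 1.95 in female oenocytes and 25.5% ± 3.61 in female fat body (1.69 ± 0.274, edgeR adjusted p 0.00132, no overlap of libraries), lost in 3 of 14 alternatives. The X-linked GD16764 had 88.0% ± 5.84 in female oenocytes and 50.04% ± 2.79 in female fat body (2.96 ± 0.414, edgeR adjusted p 0.000386, no overlap of libraries), lost in 1 of 14.

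Between the sexes in fat body, the odorant-binding protein gene Obp99a (3R) had 43.5% ± 4.45 alternative reads in females and 96.5% ± 5.01 in males (log2 difference -4.65 ± 0.525, edgeR adjusted p 4.26e-06, no overlap of the 4 libraries), and the call held in all 16 alternatives. Without male fat body replicate 2 the difference was -9.49, a fitted value that depends on the prior count, since replicate 1 had 100% alternative reads and replicate 2 had 92.9%. GD15875, on the unplaced scaffold NODE_24415, had 49.9% ± 3.18 in female and 13.7% in male oenocytes (2.64 ± 0.393, edgeR adjusted p 0.000959, no overlap of libraries). DesatF differed between the sexes in oenocytes by -4.06 ± 0.740 (edgeR adjusted p 0.0105, no overlap of the 4 libraries). The male libraries had 96.9% alternative reads in replicate 1 (65 reads) and 100% in replicate 2 (715 reads), against 95.7% and 95.3% in the female ones. Without male oenocyte replicate 1 the difference was -8.13, which depends on the prior count as well, and without replicate 2 it was -0.50 and not past the threshold. The call was lost in 6 of 16 alternatives and reversed to 0.42 with kallisto's species copies. DesatF and Desat1 were not past the threshold for a tissue difference in either sex.

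**Figure D3:**
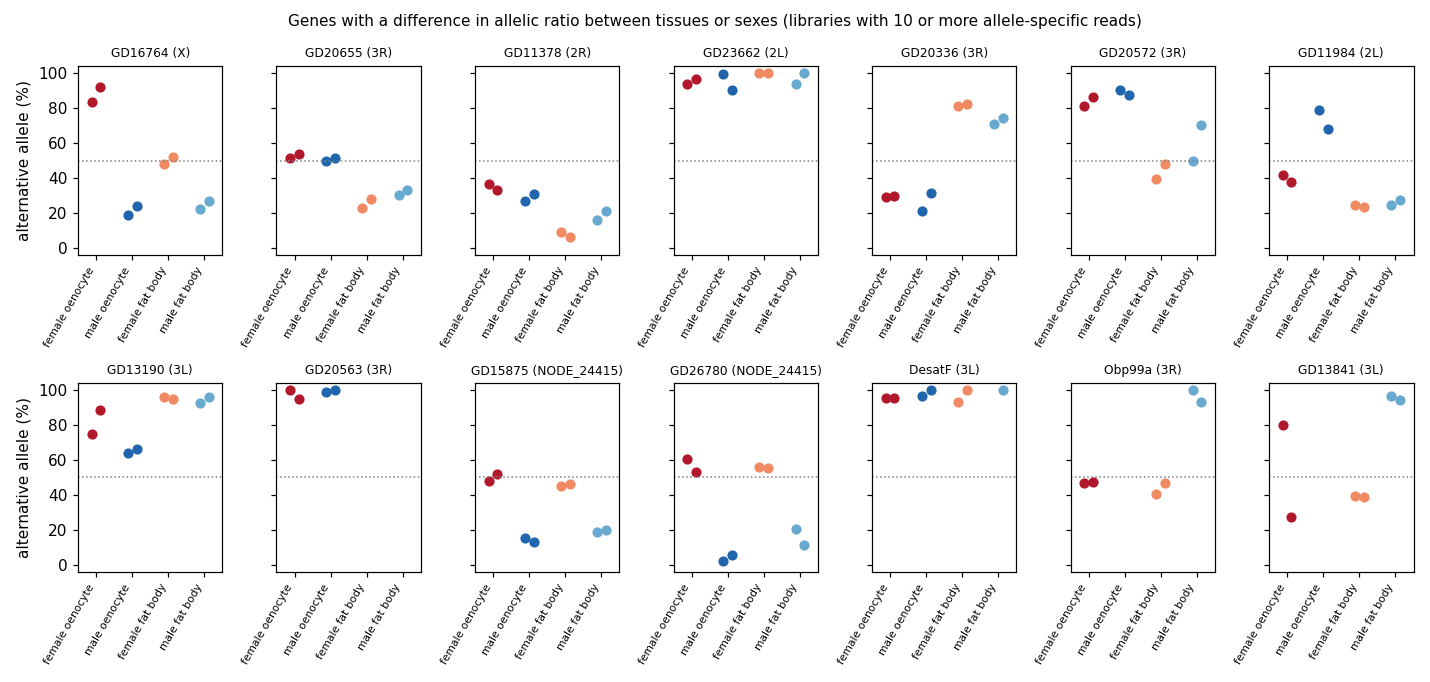
Percentage of alternative-allele reads (vertical axis, %) in the 4 groups (horizontal axis) for the 14 genes whose allelic ratio differed between tissues or sexes, with a point per library that had 10 or more allele-specific reads. GD20336 lies below 50% in oenocytes and above it in fat body, and Obp99a lies at 43.5% in female and 96.5% in male fat body.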

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

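The tests on male X reads, on counting in the allele tables, on chance between libraries, on overlapping genes and on abundant transcripts were chosen only after the results were seen; the fits that leave out 1 library were planned, but reading them as a test of a single library was not, and the test of the unplaced scaffold was set down before its other genes were looked at, but the idea came from its 2 called genes.

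The sex difference differed between the tissues for 370 transcripts by the interaction test. Among them GD19902 (2.39) and GD23132 (2.22) were positive, each lost in 6 of 17 alternatives, FBtr0225922 (-4.55) and GD23888 (-6.55) were negative, and DesatF was at 0.88. A few transcripts that take most of the counts were tested as a technical source. Without the 10 most abundant transcripts 265 of the 370 calls were shared, all in the same direction, which argues against them as the whole source. When each library was left out in turn, 6 of 8 settings left only 1 to 31 calls. These 6 are the fits in which a group with 2 samples lost 1 and 2 residual degrees of freedom remained. The values of the 370 transcripts hardly moved. Their median was at least 99.4% of the value from all libraries in each of the 8 settings. Calls are chosen for close replicates, so their values move little by selection. This therefore cannot decide whether a single library carries the interaction, and it is no measure of the calls' certainty. The male oenocytes count as 1 sample, and whether that sample carries the interaction was not tested. A share of the calls remains sensitive to scaling, since the split moved from 256 against 114 to 161 against 127 without those transcripts. A biological difference between tissues in the response to sex stays open and was not tested further.

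The allelic ratio differed between tissues for 6 genes in females and 4 in males. In females GD16764 (X, 2.96), GD20655 (1.69), GD11378 (2.73) and GD20572 (2.73) had a larger alternative share in oenocytes, and GD20336 (-3.44) and GD23662 (-9.63) a smaller one. GD20572 falls outside the naming rule and was chosen after its values were seen, as was GD20563. In males GD11984 (2.87) and GD20563 (9.10) had the larger share in oenocytes and GD13190 (-3.32) and GD20336 (-2.80) the smaller one. GD20563 rested on 6 allele-specific reads in male fat body, against 278 in male oenocytes. GD23662 had 0 reference reads among 3443 in female fat body, so its fitted value depends on the prior count; against a limit of 3 reads the difference is at most -5.97.

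Each of these calls, in females and in males, was lost without at least 1 of the libraries. Chance differences between the female libraries were tested in males. All 5 genes called in females and measured off the X had the same direction in males, which argues against chance in the female libraries. Only GD20336 was past the threshold in males, and 5 genes are few. Counts shared with an overlapping gene were found for 0 of the 9 called genes, against 49 of 5043 tested genes, within 5% of the reads. Counting in the allele tables cannot be told apart for most genes. Of the called genes, 7 had a transcript with species copies in kallisto, and a first count found 3 of these 7 in the same direction. Genes whose copies held equal counts, which measure no allele, were then left out, after that count had been seen; 3 of the remaining 3 had the same direction, with GD23662 counted among them. Of these only GD13190 was past the threshold in the copies, with 79.0% alternative in male oenocytes and 96.5% in male fat body (edgeR's quasi-likelihood test, adjusted p 0.00245). GD23662 had 99.2% in both tissues in the copies, a log2 difference of -0.09, so the size seen in the allele tables was absent there. A tissue difference in cis regulation stays open, untested, beside a counting effect.

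The allelic ratio differed between the sexes for 3 genes in oenocytes and 3 in fat body. In oenocytes these were GD15875 (2.64), GD26780 (4.85) and DesatF (-4.06), and in fat body GD15875 (1.83), Obp99a (-4.65) and GD13841 (-4.97). GD13841 rested on 67 allele-specific reads in male fat body. Its call was lost without either male fat body library, with values of -4.60 and -5.49. The GD15875 call in fat body was lost without any one of the 4 fat body libraries, with values of 1.78 to 1.89. In oenocytes the GD15875 call held in all 15 alternatives, and GD26780 was lost without female oenocyte replicate 1 (4.58). In kallisto's species copies 2 of 3 measured genes had the same direction, so counting in the allele tables cannot be told apart for the set. GD15875 had 73.0% alternative in female and 13.3% in male oenocytes in the copies (log2 difference 4.13, edgeR adjusted p 9.96e-07), and 72.3% and 28.2% in fat body (2.73, edgeR adjusted p 2.44e-06), which argues against a counting effect in the allele tables as its source. The same holds for Obp99a, which had 55.2% alternative in female and 97.0% in male fat body in the copies (log2 difference -4.62, edgeR adjusted p 1.71e-06, against -4.65 in the allele tables, which was -9.49 without male fat body replicate 2). DesatF had 99.95% and 99.94% in female and male oenocytes in the copies, which do not show the difference of the allele tables. Its difference in the allele tables was -8.13 without male oenocyte replicate 1 and -0.50 without replicate 2. A sex difference in cis regulation of Obp99a may be behind its ratio, but aligned reads of related genes were not tested.

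GD15875 and GD26780 lie on the unplaced scaffold NODE_24415, whose position on the X was tested on its other genes. The 6 others with at least 20 reads had a median of 71.3% reference reads in males and 52.9% in females, and 5 of the 6 were higher in males. Against it, GD17148 and GD27872 had no excess of the size seen on the X, with 51.6% on 31 reads in males for GD17148 and less for GD27872 on 20 reads. This is consistent with a scaffold on the X, where males carry 1 allele, so the sex difference of these 2 genes may be a matter of copy number and not of regulation. Without genes on unplaced scaffolds 1 call was left between the sexes in oenocytes.

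Reads of the alternative allele made up 17.8% of the X reads in male oenocytes and 23.3% in male fat body, where a single X leaves no second allele. RNA from female tissue would need at least 30.4% of the X reads to come from females, while Yp2 in male libraries reached at most 0.369% of the female level, which argues against it. One rate of wrong assignment for every gene is excluded by a chi-square of at least 55.95 per degree of freedom over the X genes of a library. Gene-specific assignment to the wrong allele predicts the same genes in both tissues, and the reference percentage correlated at r 0.905 between male oenocytes and male fat body across 151 genes (highest of 1000 shuffles 0.246; genes are not independent replicates). A candidate explanation is therefore a gene-specific error in the variant sites or in the alignment, but a difference of the flies' own strains from the reference was not told apart from it.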

How the results depend on the processing

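The settings with all 8 libraries apart, aligned reads per gene, no 10 most abundant transcripts, kallisto species copies and no unplaced scaffolds were chosen only after the data were seen; the others were fixed before the data were examined. Of the values of named genes under all alternatives, 639 of 693 for expression, 515 of 531 for imbalance and 290 of 358 for allelic differences kept their direction and their side of the threshold. For the rest, 47, 8 and 57 were no longer past the threshold, 4, 5 and 1 came past it, and 3, 3 and 10 changed sign. Of those that changed sign, 2 had been past the threshold. Desat1 imbalance in female oenocytes went to -0.12 when alleles were centred, by construction of the centring. DesatF between the sexes in oenocytes went to 0.42 in the kallisto copies; the cause was not tested.

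The other sign changes were in values short of the threshold under both settings. Centring, by its construction, took imbalance to -0.0888 for Desat1 in male oenocytes and -0.40 for Yp2 in female fat body, and the Desat1 sex difference in oenocytes to -0.0317. DesatF between the sexes in fat body went to 0.67 with DESeq2 and 2.40 in the kallisto copies, and Yp2 expression between tissues in males to -0.14 with limma on either TPM scale. Leaving out each library gave a range through 0 for each of the following. DesatF went from -2.44 to 1.45 between the sexes in fat body, with 1.24 without male fat body replicate 2. Between tissues DesatF went from -3.20 to 0.74 in females and from -1.01 to 6.53 in males. Desat1 went from -0.31 to 0.48 between the sexes in oenocytes and from -0.755 to 0.0399 between tissues in females. Yp2 expression between tissues in males went from -0.129 to 0.69. Apart from the centring, the cause was not tested.

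With all 8 libraries apart, calls rose to 835 (sex, oenocytes), 1473 (sex, fat body), 979 (interaction) and 1042 (male oenocyte imbalance), with 1 more residual degree of freedom in the fit. DESeq2 called 1351 and 2377 transcripts between the sexes in oenocytes and fat body, 4752 between tissues in males and 1590 for the interaction. The simulations changed fewer transcripts than edgeR called in any of these comparisons. The share of false calls that DESeq2 had in the simulations therefore cannot be carried over to these counts. For alleles DESeq2 called 252 genes for imbalance in male oenocytes and 2 between tissues in males. Aligned reads per gene gave 25 and 81 calls between the sexes in oenocytes and fat body, 2136 and 1637 between tissues in females and males, and 6 for the interaction, over 7415 genes. Limma took TPM without scaling between libraries. On log2(TPM + 1) it gave 565 and 5307 calls between the sexes and 3384 for the interaction, and on log2(TPM + 0.1) 570, 5227 and 3330. Only the groups compared left 8 calls between the sexes in oenocytes, with fewer samples in the fit. Other causes were not tested.

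Centred alleles left 766, 300, 597 and 666 imbalance calls in female oenocytes, male oenocytes, female fat body and male fat body. The exact binomial test in both libraries called 795 in male oenocytes. The kallisto copies called 1223 in male oenocytes and 1857 in female fat body. For differences in ratio the copies called 20 genes between tissues in males, 16 between the sexes in oenocytes and 12 in fat body. Without a filter on low counts there were 16 and 8 calls between tissues in females and males, and 5 and 11 between the sexes in oenocytes and fat body. A mean of at least 50 reads left 3 and 1 between tissues in females and males, over fewer genes. Without unplaced scaffolds 1 was left between the sexes in oenocytes.

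The replicate numbers were not taken to pair the samples, since not every pair of groups had a correlation over 0.1. Deviations of libraries with the same number correlated at 0.0327 to 0.0691 in expression between the 3 groups that were not merged, and at -0.00546 to 0.214 in allelic shares over all groups, where 5 of the 6 pairs of groups were over 0.1. A shared factor in the allelic shares therefore stays open. With the replicate block the sex comparison in oenocytes had 158 calls, and allelic differences had 20 and 10 between tissues in females and males and 5 and 11 between the sexes in oenocytes and fat body. Other counts stayed within 1.5 times.

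Leaving out each library in turn gave 2654 to 3742 calls between tissues in females and 2493 to 3084 in males. The sex comparison ranged from 45 to 303 in oenocytes and 125 to 882 in fat body, and the interaction from 1 to 386. Imbalance ranged from 506 to 1413 in female oenocytes, 258 to 601 in male oenocytes, 318 to 1171 in female fat body and 339 to 1339 in male fat body. Allelic differences ranged from 0 to 9 and 0 to 4 between tissues in females and males, and 1 to 3 and 2 to 5 between the sexes in oenocytes and fat body. In males edgeR left 0 calls without male fat body replicate 1, male fat body replicate 2 or male oenocyte replicate 1, with 389, 150 and 207 genes at an unadjusted p under 0.05, and DESeq2 on all samples called 2. A group left with 1 sample was assumed to vary like the others.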

Other observations

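Most tests in this part were chosen only after the result was seen; those on neighbouring TPM and on fat body RNA in female oenocytes were set down before.

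More alternative than reference reads were found on the X of females too. If reads were assigned there as on the male X, genes with more alternative reads in males should have more in females, and the percentages correlated at r 0.581 in oenocytes and 0.635 in fat body across genes (highest of shuffles 0.121 and 0.152). The female percentage differed from the prediction by -0.434 points in oenocytes (95% bootstrap interval -1.48 to 0.596) and by -3.72 points in fat body (-5.04 to -2.64), so the prediction was too high in fat body. The correlation goes with an assignment effect on reads of the reference allele. The single male X cannot show reads of the alternative allele given to the reference, and the prediction left such reads out. Whether assignment runs towards the alternative allele on balance therefore cannot be told. On the autosomes the same rates, with the opposite error left out, would predict a median of 57.1% in oenocytes and 60.2% in fat body. The observed medians were 61.2% to 63.5%. Whether autosomal genes share the rates of the X cannot be told apart here, so part of the calls towards the alternative allele may come from assignment.

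Aligned reads per gene deviated together along a chromosome. In 2253 genes ordered by GD number, 85.9% of consecutive numbers lie on the same arm, against 20.8% after shuffling, so number order stands in for position. Aligned reads set against TPM of the same library correlated between neighbours at 0.310 to 0.637 per library (highest of 1000 shuffles 0.0936). A change of RNA level shared by neighbours is argued against, since the TPM ratio of replicates correlated between neighbours at 0.0275 at most. Blocks that also shift the allelic shares are argued against as well, with a correlation of at most 0.0740 in the allelic log2 ratio. Whether reads were lost or kept in blocks when the allele tables were made cannot be told apart from other sources, since the correlation of 0.310 or more is the pattern itself and no separate test was run.

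Yp2 reached 42.1% of its fat body TPM in female oenocytes. RNA from fat body as its whole source would carry all abundant fat body transcripts along, yet 11 of 452 genes abundant in female fat body lay below 10.5%, a level 4 times lower, which argues against it as the whole source. The median of the 452 genes was 56.1%. The 5 lowest lay at 0% to 7.78%. A share of fat body RNA above 7.78% would have lifted these 5 genes as well, so only a smaller share, and expression of Yp2 in oenocytes, stay open.

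The 2 male oenocyte libraries came close to sampling noise in their estimated counts, with chi-square 1.08 per degree of freedom against at least 2.98 elsewhere. Whether this is 1 library counted under 2 names cannot be told apart from separate sequencing of 1 preparation or from 2 preparations that differ little, since the value of 1.08 is the pattern itself. The aligned reads of some genes differed (7.68 per degree of freedom, median 0.557 per gene), as did some allelic shares (mean chi-square 2.49). No biological explanation was tested.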
